A study of Mus musculus with 10 samples. Its data were reported in "Novel Insights into the Downstream Pathways and Targets Controlled by Transcription Factors CREM in the Testis" (2012).

How the data were processed

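RNA of whole testis from 5 wild-type (WT) mice and 5 mice homozygous for a disrupted Crem gene (KO) was hybridised to Affymetrix Mouse Gene ST arrays, 1 mouse per array. Crem encodes a transcription factor of the cAMP response that acts in spermatids. Per the labels the mice were of a mixed 129Pas and C57Bl/J background, were 8 weeks old and were killed at the start of the light phase. The labels also give 4 batches. Batch 2 held 1 KO and 3 WT arrays, batch 4 held 3 KO arrays and 1 WT array, batch 1 held KO replicate 2 alone and batch 3 held WT replicate 4 alone. Replicates were numbered in the order of deposition, and these numbers pair no samples.

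The authors normalised the arrays with RMA in the XPS package of Bioconductor, limited to the core set of annotated transcripts and to control probes, with the background taken from antigenomic probes, probes grouped per transcript and quantile normalisation between arrays. The deposited values are log2 expression levels on an absolute scale, not centred per gene, between 2.74 and 14.6. Per the sources used here neither the package version nor the genome build of the probe annotation is stated. Of 35557 rows, 9868 were empty in every array, and the sources used here do not say whether the limit to the core set left them so. The remaining 25689 features were all used. The number of arrays limits the precision, and the median standard error of a log2 change over genes was 0.0755.

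Features were named through the annotation of the platform in GEO, and the symbols were updated through the gene identifiers of the mouse RefSeq table (assembly GRCm38.p6). A single symbol was found for 20777 features, several for 232 and none for 4680. Of the features with 1 symbol, 20696 matched the RefSeq table and the others kept their older symbol. A feature without a symbol is unnamed here. A gene was represented by its feature with the highest mean over all arrays, which gave 19661 genes, 564 of them with more than 1 feature. Because probes of a transcript are averaged, a level cannot be assigned to an isoform, and members of gene families with near-identical sequence can share signal.

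KO was compared with WT in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided). No covariate entered the fit, p values were adjusted after Benjamini and Hochberg over all features, and a feature was called changed at an adjusted p under 0.05. Changes are KO minus WT on the log2 scale with the standard error of the fit. Before the data were examined, 25 gene lists were fixed, covering sperm structures, germ cell stages, other cell types of the testis and its surroundings, metabolism, the clock, apoptosis, junctions and housekeeping genes. Of these, 3 were taken from the study and so are not independent evidence. Several other lists also hold genes that the study named from these arrays, so they are not fully independent either. Among them are chromatin packaging (Prm1, Prm2, Prm3, Tnp1, Tnp2), apoptosis (Fasl, Casp8, Timp1) and junctions (Jup, Dsg1b, Cdh2, Tjp1). Of 417 list entries 376 were measured, and the others were not analysed here. Lists were tested with camera, which compares the members with all other genes, at a preset correlation of 0.01, and adjusted over the 25 lists. Camera with an estimated correlation and fry, which asks whether the genes of a list move one way on balance, were alternatives. The genes named were Crem, the 10 largest falls and the 10 largest rises among called genes whose groups did not overlap, in each list the 4 members with the largest change and the called member that changed most against the median, and any member of the study's lists. This gave 141 genes. Other genes were named after their values were seen, and the text says so where it singles them out.

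The alternatives fixed before the data were examined were quantile normalisation once more, centring of each array on its median or on the mean of the housekeeping list, batch as a fixed or as a random block, batch 2 and batch 4 alone, array weights, eBayes with trend and robust settings, removal of the lowest 25% of features, a minimum log2 change of 1, the mean of all features of a gene and leaving out each array in turn. The fit without both KO replicates 2 and 3 was added after the data were seen. Its KO arrays are all of batch 4, while its WT arrays are of batches 2, 3 and 4. A comparison by chromosome was planned: genes were placed through the RefSeq table, and the X chromosome was compared with the autosomes by Fisher's exact test, two-sided, adjusted over its 2 tests. Centring on the housekeeping list without B2m, and the comparison by chromosome under each alternative, were added after the data were seen. In batch 2 the KO group, and in batch 4 the WT group, is a single array, whose spread the fit takes from the other arrays. With batch as a fixed block, the lone arrays of batches 1 and 3 add nothing to a change. That fit therefore rests on batches 2 and 4 and is no separate check beside them. For the rises of at least 2 in log2, lists of 17 lymphoid and 14 liver markers were written down before their test, and 15 and 14 of them were measured. The tests were first run on simulated data with the real levels and spread. Of 50 genes each given a log2 change, 10 were recovered at a size of 0.25, 45 at 0.5, 50 at 1 and 50 at 2, among 19661 genes, and 5 of 19431 genes without a change were called. Of the lists, 2 had been given a shift of 0.5 and both were called in their direction, with 0 other lists called. Only levels and spread were taken from the real data, and the simulation was not shown to carry the correlation between genes of a list. It therefore cannot tell how often camera calls a list without a shift in the real data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.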

Results

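The study asked how the testis transcriptome of adult mice changes when Crem is absent. Levels of 25689 array features were given for 5 WT and 5 KO mice, and the array medians lay between 7.11 and 7.15 on the log2 scale. Pearson's r between arrays, taken across features, was 0.9936 to 0.9954 within WT, 0.9919 to 0.995 within KO and 0.9363 to 0.9519 between the genotypes. The first principal component held 84.8% of the variance and separated all KO arrays from all WT arrays, and no pair of arrays was identical.

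Crem itself was measured by 1 feature that averages probes along the gene. Its level was 10.95 ± 0.06 (SD, n = 5) in WT and 9.24 ± 0.15 (SD, n = 5) in KO. The log2 change was −1.71 ± 0.07 (SE; limma adjusted p = 3.0e-10), a 3.28-fold fall, and every KO array, at 9.01 to 9.41, lay below every WT array, at 10.89 to 11.04. The mutation is an insertion into the gene, and this feature cannot show whether the remaining signal is full-length transcript. The change was −1.55 in batch 2, −1.78 in batch 4 and −1.66 with batch as a block, which rests on these batches alone.

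The largest falls in KO testis included genes known from spermatids and sperm. The study states that sperm development stops at round spermatids in these mice, and that falls could follow from the missing later stages. Its qPCR of selected genes in pre-pubertal mice, killed before elongated spermatids form, also gave falls. The study reads these as an effect of CREM and not of absent cells. Levels of whole adult testis cannot tell lost cells from lower expression per cell. Galntl5, a relative of the enzymes that start mucin-type glycosylation, fell from 12.93 ± 0.14 to 6.90 ± 1.28 (SD, n = 5 each), a log2 change of −6.03 ± 0.45 (SE; limma adjusted p = 1.3e-07). Cabs1, a calcium-binding protein of spermatids, fell by 5.95 on the log2 scale. The others were Tmco2 (−5.93), the cystatin Cst13 (−5.89), Gm11780 (−5.87), Asb17 (−5.83), the HMG-box gene Hmgb4 (−5.77), Ropn1 of the fibrous sheath (−5.73), the ubiquitin ligase gene Rnf133 (−5.71) and 1700016H13Rik (−5.70). The rises were smaller. Muc15, a membrane mucin, rose by 4.85 ± 0.12 (SE), from 5.00 ± 0.14 to 9.85 ± 0.27 (SD, n = 5 each), and was the 1 gene that rose by at least 4 in log2.

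The other large rises were Ly96, which binds lipopolysaccharide together with a Toll-like receptor (3.65 ± 0.13, SE), the prolactin family gene Prl3c1 (3.32 ± 0.14), the ectonucleotidase Enpp3 (3.25 ± 0.17), Hgd of tyrosine breakdown (2.84 ± 0.07), Cyp2c66 (2.77 ± 0.09), Klrg1, a receptor of lymphocytes (2.74 ± 0.08), Cyp2c29 (2.54 ± 0.15), Vmn2r65 (2.46 ± 0.25) and Elapor2 (2.45 ± 0.22). The Cyp2c and Vmn2r genes belong to large families whose members can share probe signal, so their identity is uncertain. WT means of these 10 genes lay between percentiles 6.89 and 45.3 of all values, and KO means of the 10 genes with the largest falls between percentiles 16.4 and 45.0. All 20 genes had the same direction in batch 2, in batch 4 and with batch as a block, fits that use arrays by which the genes were chosen.

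**Figure D1:**
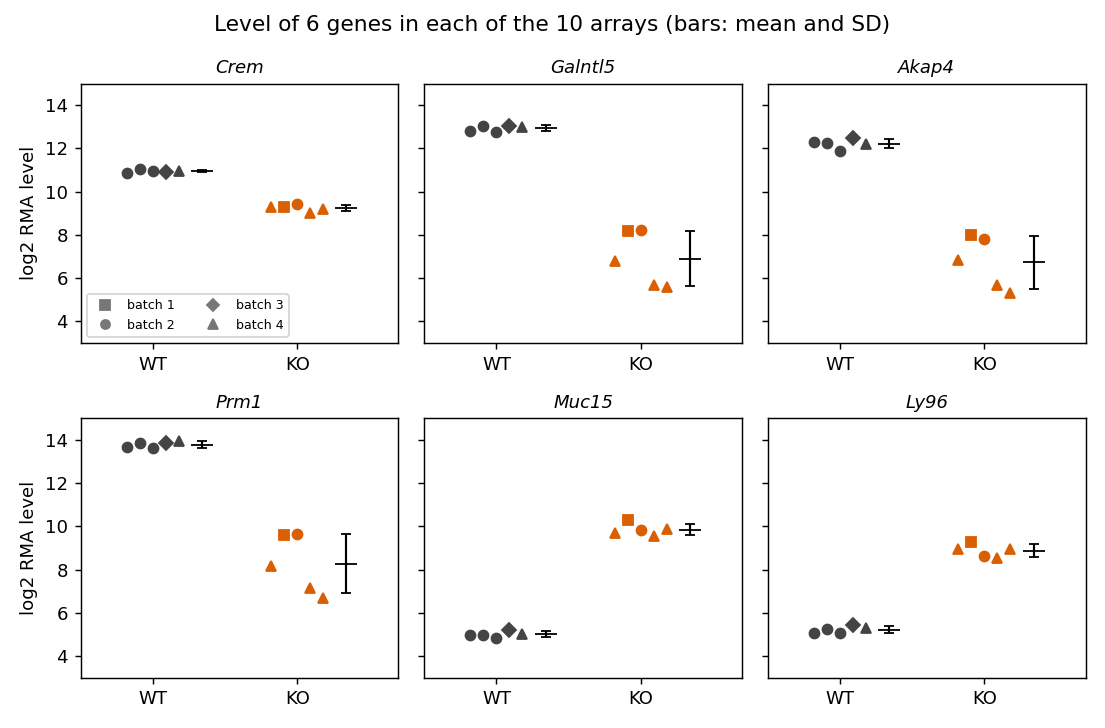
Log2 RMA level (vertical axis) of 6 genes in the 5 WT and the 5 KO arrays, with symbols for the 4 batches and the mean with SD beside each group. Galntl5, Akap4 and Prm1 lie far lower in all KO arrays, with KO replicates 2 and 3 above the other KO arrays, while Muc15 and Ly96 lie higher in all KO arrays and Crem falls from 10.95 to 9.24.

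Changed genes numbered 8705 of 19661 (44.3%), of which 2599 were lower and 6106 higher in KO. Most changes were small, with a median log2 change of 0.34 among higher genes, −0.58 among lower genes and 0.07 over all genes. Of the 1126 genes that changed by at least 1 in log2, 857 were lower and 269 higher, and at 2 or more the split was 458 to 22. At 4 or more, 154 genes were lower. Counted by feature, 3181 were lower and 7160 higher, 1030 of these changed features had no symbol, and 16 genes had features called in both directions. The groups did not overlap in 6349 of the changed genes; over all genes this share was 32.7%, against 0.79% by chance for 5 against 5.

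Higher genes made up 70.1% of the changed genes, and this split depended on the scaling. With each array centred on the housekeeping list, the median change of all genes moved by −0.14, and 4393 genes were lower and 2535 higher (36.6% higher). That shift came mostly from B2m, which rose by 0.81; with the same centring on the list without B2m, chosen after the data were seen, it was −0.04, with 2881 genes lower and 4709 higher (62.0% higher). Higher genes made up 71.5% after quantile normalisation once more and 72.9% with the arrays centred on their median. Changes of less than these shifts are therefore relative to the scaling, while those of at least 1 in log2 are far larger. With batch as a fixed block 2356 genes were lower and 5167 higher, within batch 2 the counts were 1552 and 2208, and within batch 4 they were 1584 and 1902. Without KO replicates 2 and 3, chosen after the data were seen, 2553 were lower and 6018 higher.

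Genes of the X chromosome were more often higher in KO than genes of the autosomes. Of 712 X-linked genes 287 (40.3%) were higher and 96 (13.5%) lower, against 5814 (30.7%) and 2500 (13.2%) of 18923 autosomal genes, with median log2 changes of 0.13 and 0.07. The odds ratio was 1.52 for higher genes (Fisher's exact test, adjusted p = 2.4e-07) and 1.02 for lower genes (adjusted p = 0.822). At a change of at least 1 in log2, 26 X-linked genes (3.65%) were higher, against 243 autosomal genes (1.28%). Of 8 Y-linked genes 2 were higher and 1 lower. The test takes genes as independent, which they are not, and for lower genes the X share minus the autosomal share moved from 0.272 percentage points to −3.50 with the housekeeping centring (Fisher's exact test, p = 0.0278) and 2.45 in batch 2 (p = 0.0231).

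The genes that repackage sperm chromatin fell together. All 7 measured members of this list were lower, over all features and adjusted over the list alone, with a median log2 change of −4.86. The protamine Prm1 fell from 13.79 ± 0.14 to 8.26 ± 1.37 (SD, n = 5 each), by 5.52 ± 0.48 on the log2 scale (SE), as did the transition protein genes Tnp2 (−5.46 ± 0.59) and Tnp1 (−4.86 ± 0.57) and the spermatid linker histone gene Hils1 (−5.24 ± 0.21). The adjusted p of camera was 1.5e-08, with an adjusted p = 0.142 with an estimated correlation. The median was −3.68 in batch 2, −5.72 in batch 4 and −4.47 with batch as a block. It was −5.62 without KO replicates 2 and 3.

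The KO arrays were not alike in the genes that fell most. Over the 274 genes that fell by at least 3 in log2, the mean level was 6.92 in KO replicate 2 and 6.90 in KO replicate 3, against 6.37, 6.09 and 6.02 in KO replicates 1, 4 and 5 and 10.61 to 10.77 in the WT arrays. KO replicate 2 or 3 was the highest KO array in 261 of the 274 genes. The median signal left was 7.37% and 7.08% of the WT mean in these replicates, against 5.24%, 4.59% and 4.21% in the others. KO replicates 1, 4 and 5 were in batch 4, KO replicate 2 was in batch 1 and KO replicate 3 in batch 2.

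**Figure D2:**
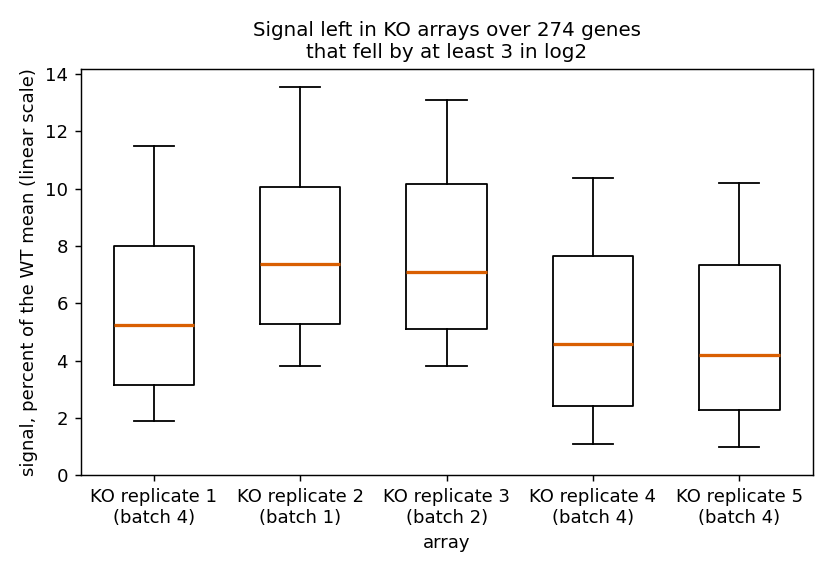
Signal of 274 genes that fell by at least 3 in log2, as a percentage of the WT mean on the linear scale (vertical axis), in each KO array with its batch; boxes show the quartiles with the median, and whiskers the 5th and 95th percentiles. The medians are 7.37% and 7.08% in KO replicates 2 and 3 and 4.21% to 5.24% in the other KO arrays.

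The list of testis-specific serine kinases, which phosphorylate proteins of elongating spermatids, was lower in 6 of 7 members with a median of −2.26. It holds 6 kinases, 5 of them lower, and their substrate Tsks, named after its value was seen, which fell by 1.96 ± 0.07 (SE). Falls were found in Tssk3 (−4.65 ± 0.25, SE), Tssk2 (−4.15 ± 0.13), Tssk6 (−3.53 ± 0.11) and Tssk5 (−2.26 ± 0.11), while Tssk4 rose by 0.97 ± 0.07. The counts adjusted over the list alone were the same. The list passed camera (adjusted p = 6.0e-06), with an adjusted p = 0.0991 with an estimated correlation. The median was −2.07 in batch 2, −2.56 in batch 4, −2.32 with batch as a block and −2.39 without KO replicates 2 and 3.

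The genes of the flagellum divided. Of 23 members, 10 fell and 8 rose, both over all features and adjusted over the list alone. Ropn1 (−5.73 ± 0.34, SE), Fscb (−5.49 ± 0.38) and Akap4 (−5.49 ± 0.43), which belong to or bind the fibrous sheath of the tail, fell, and so did Spem1 (−5.19 ± 0.25). Tekt5 fell by 3.42 ± 0.16, whereas Tekt2, another tektin, rose by 0.57 ± 0.08. The 8 rises were of 0.26 to 0.57 and 2 of them were still called with the housekeeping centring, while 7 members were higher with it without B2m. The median was −0.001, the mean −1.36 and the camera test downward, with an adjusted p of 0.00948, and an adjusted p = 0.143 with an estimated correlation. The median was 0.07 in batch 2, −0.06 in batch 4 and −0.04 with batch as a block; without KO replicates 2 and 3 it was 0.05.

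Acrosome and egg-binding genes divided in the same manner, with 11 of 20 lower and 6 higher (11 and 7 adjusted over the list alone). Lyzl6 (−5.09 ± 0.14, SE), Spaca7 (−4.98 ± 0.16), Eqtn (−4.94 ± 0.16), the acrosomal membrane protein gene Spaca1 (−4.29 ± 0.17) and Izumo1, needed for fusion of sperm and egg (−1.75 ± 0.08), fell. Adam2 rose by 0.39 ± 0.07. With the housekeeping centring 1 member was higher, and 6 with it without B2m. The median was −0.40 over all arrays, −0.41 in batch 2, −0.46 in batch 4, −0.43 with batch as a block and −0.32 without KO replicates 2 and 3. For this list camera returned an adjusted p of 7.9e-05, with an adjusted p = 0.0832 with an estimated correlation.

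Among ion channels and pumps of sperm, 5 of 11 members fell and 2 rose (5 and 3 adjusted over the list alone). Neither rise was still called with batch as a block or with the housekeeping centring, with or without B2m. The pore subunit genes Catsper3, Catsper1 and Catsper4 of the sperm calcium channel fell (−5.44 ± 0.19, −4.37 ± 0.12 and −2.07 ± 0.09, SE), as did the sodium pump gene Atp1a4 (−4.83 ± 0.27) and the potassium channel gene Kcnu1 (−3.70 ± 0.10). The remaining pore gene Catsper2, named after its value was seen, did not pass the test over all features (0.18 ± 0.07, limma adjusted p = 0.0583) but did over the list alone (0.0334). The auxiliary subunit gene Catsperd rose by 0.28 ± 0.08, a call that ended with the housekeeping centring with or without B2m, with batch as a block and within either batch. Camera gave an adjusted p of 0.00182, and an adjusted p = 0.142 with an estimated correlation. The median was −0.10 over all arrays, −0.36 in batch 2, −0.20 in batch 4, −0.17 with batch as a block and −0.15 without KO replicates 2 and 3.

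Genes of sperm energy metabolism were mixed, with 5 of 13 lower and 3 higher on either adjustment. Gapdhs, the glycolytic dehydrogenase of sperm, fell by 5.26 ± 0.41 (SE), and smaller falls were found in the soluble adenylyl cyclase gene Adcy10 (−1.60 ± 0.07), Aldoart2 (−0.92 ± 0.10) and Pdha2 (−0.59 ± 0.10). Ldhc, the lactate dehydrogenase of spermatocytes and sperm, named after its value was seen, stood at 0.04 ± 0.07 and, in batch 4 alone, at −0.06. With the housekeeping centring 6 members were lower and 0 higher, and with it without B2m 5 and 2. Camera did not call the list (adjusted p = 0.0698), except without WT replicate 1 (0.0422), without KO replicate 4 (0.0342) and in batch 2 (0.0334), which holds 1 KO array. The median was 0.005, turning to −0.02 with batch as a block, −0.12 in batch 2, −0.06 in batch 4, −0.13 with the housekeeping centring and −0.04 with it without B2m, and 0.03 without KO replicates 2 and 3; the mean was −0.62 and the test downward.

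Partners of CREM did not move together. Of 14 members, Crem itself among them, 5 rose and 4 fell on either adjustment, and camera did not call the list (adjusted p = 0.147), except with batch as a random block (0.00372). Its median was 0.02, turning to −0.12 with the housekeeping centring, −0.02 with it without B2m, −0.02 without KO replicates 2 and 3 and −0.01 in batch 4, while its mean was −0.63 and its test downward. Without Crem 5 of 13 members rose and 3 fell, with a mean of −0.55 and a median of 0.03. Fhl5, the testis coactivator of CREM, fell by 4.47 ± 0.22 (SE) and the calcium-dependent kinase gene Camk4 fell by 3.92 ± 0.08. Taf7l, a testis variant of a general transcription factor subunit, rose by 1.21 ± 0.07.

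The study's list of genes essential for sperm was chosen on these samples, so it is not independent evidence of its direction. All 22 members were lower on either adjustment, and 21 without KO replicates 2 and 3, where Pcsk4 was at −0.19 (limma adjusted p = 0.0668). The smallest falls over all arrays were in Pgk2 (−0.59 ± 0.10, SE), Nectin2 (−0.40 ± 0.06) and Pcsk4 (−0.29 ± 0.08), and the angiotensin-converting enzyme gene Ace fell by 2.42 ± 0.07. In batch 2 and in batch 4 alone 20 members were called, all lower; the median was −3.62, against −3.18 in batch 2, −3.73 in batch 4, −3.56 with batch as a block and −3.77 without KO replicates 2 and 3. The adjusted p of camera was 1.6e-23, with an adjusted p = 0.0832 with an estimated correlation. The study's list of actin and microtubule genes, likewise not independent evidence, had 6 lower and 4 higher of 10 measured among 11 listed, on either adjustment, and the other gene was not analysed here. The actin-related genes Actrt2 (−5.22 ± 0.18), Actl7a (−3.81 ± 0.12) and Actrt1 (−3.29 ± 0.11) fell, and Tesk2 rose by 0.65 ± 0.06. The list passed camera (adjusted p = 0.00332), with an adjusted p = 0.126 with an estimated correlation, and the median was −1.28 over all arrays, −1.09 in batch 2, −1.44 in batch 4, −1.27 with batch as a block and −1.36 without KO replicates 2 and 3.

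Of the 3 lists of earlier germ cells, 1 was called by camera over all arrays. In the piRNA and chromatoid body list 11 of 16 members rose and none fell (12 adjusted over the list alone). Tdrd7 rose by 0.81 ± 0.05 (SE), the germ cell helicase gene Ddx4 by 0.40 ± 0.07 and Ddx25 by 0.36 ± 0.07. Camera gave an adjusted p of 0.00988, with 0.0639 when batch was a random block, and an adjusted p = 0.171 with an estimated correlation. Alone, batch 2 called 1 member, batch 4 called 3, and with the housekeeping centring 3 members were higher and 1 lower, against 9 and 0 with it without B2m. The median was 0.27 over all arrays, 0.29 in batch 2, 0.29 in batch 4, 0.28 with batch as a block and 0.33 without KO replicates 2 and 3.

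Of 24 meiotic prophase genes 13 rose and 2 fell (13 and 3 adjusted over the list alone), and camera did not call the list (adjusted p = 0.298). Meiob and Msh4, which act in meiotic recombination, rose by 0.82 ± 0.13 and 0.61 ± 0.12 (SE), while Syce2 of the synaptonemal complex fell by 1.69 ± 0.10 and the meiotic cohesin gene Rec8 fell by 0.57 ± 0.06. The median was 0.22, against 0.25 in batch 2, 0.22 in batch 4 and 0.23 with batch as a block. With the housekeeping centring 2 members were higher and 4 lower, and with it without B2m 7 and 3. Of 19 spermatogonial markers 6 rose and 2 fell on either adjustment, with a median of 0.01 that turned to −0.12 with the housekeeping centring, −0.03 with it without B2m and −0.01 in batch 4, and the list was not called (adjusted p = 0.891). Of these markers 2 were higher and 3 lower with the housekeeping centring, and 5 and 2 with it without B2m. Both falls lost their call with batch as a fixed block, where 8 were higher and 0 lower. Kit rose by 0.47 ± 0.09 and Lin28a by 0.47 ± 0.06.

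Markers of Leydig cells, which make testosterone, rose in 9 of 10 measured members on either adjustment. Hsd17b3 rose by 1.08 ± 0.14 (SE), Cyp11a1, which makes pregnenolone from cholesterol, by 0.84 ± 0.16, Sult1e1 by 0.79 ± 0.20 and Cyp17a1 by 0.61 ± 0.11. Camera gave an adjusted p of 0.00988, with 0.0947 when batch was a random block, and an adjusted p = 0.378 with an estimated correlation. The median was 0.49 over all arrays, 0.88 in batch 2, 0.60 in batch 4, 0.69 with batch as a block and 0.58 without KO replicates 2 and 3. The list mean was highest in KO replicate 3 (10.27), the 1 KO array of batch 2, and among KO arrays lowest in KO replicate 2 (9.68), against 9.31 to 9.44 in WT. With the housekeeping centring 6 members were higher, and 8 with it without B2m.

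Macrophage markers rose in 10 of 12 members on either adjustment. Adgre1, the F4/80 antigen, rose by 1.52 ± 0.07 (SE), the lysozyme gene Lyz2 by 0.93 ± 0.20, the complement gene C1qc by 0.63 ± 0.15 and the growth factor receptor gene Csf1r by 0.61 ± 0.12. For this list camera returned an adjusted p of 0.00715, with an adjusted p = 0.464 with an estimated correlation. The median was 0.48 over all arrays, 0.97 in batch 2, 0.43 in batch 4, 0.69 with batch as a block and 0.43 without KO replicates 2 and 3. Here too the list mean was highest in KO replicate 3 (8.21), behind the batch 2 median, and among KO arrays lowest in KO replicate 2 (7.53), against 7.13 to 7.27 in WT. In batch 4 alone 2 members were called, with 6 under the housekeeping centring and 9 under it without B2m.

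Sertoli cell markers were higher in 12 of 20 members and lower in 1 on either adjustment, with a median of 0.27, against 0.37 in batch 2, 0.30 in batch 4, 0.36 with batch as a block and 0.25 without KO replicates 2 and 3. Vim rose by 0.52 ± 0.08 (SE), Cst12 by 0.45 ± 0.12 and Cst9 by 0.37 ± 0.07, and Krt18 fell by 0.33 ± 0.10. Camera did not call the list over all arrays (adjusted p = 0.0848), but did with batch as a fixed block (0.00576), in batch 2 (0.0140), in batch 4 (0.00618) and without KO replicate 2 (0.0404); batch 2 holds 1 KO array and batch 4 holds 1 WT array, so their calls take the lone array to vary like the others. With the housekeeping centring 4 members were higher, and 10 with it without B2m.

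Of 9 endothelial markers 3 rose and 1 fell. The rises were of the angiopoietin receptor gene Tek (2.05 ± 0.11, SE), the cadherin gene Cdh5 (1.15 ± 0.07) and Vwf (0.58 ± 0.06). The list mean was 7.21 to 7.33 in KO arrays against 6.83 to 6.93 in WT, while the median change of its members was 0.08. Of 8 markers of peritubular myoid cells 2 rose and 1 fell; the smooth muscle actin gene Actg2 fell by 0.63 ± 0.07, and the median was 0.07 with the camera test downward. Of 2 red cell genes measured, Alas2 fell by 0.68 ± 0.06. Of 10 epididymal genes 2 were lower over all features, with 0 adjusted over the list alone and 0 with batch as a block; in the other 3 of these lists both adjustments gave the same counts. Camera called none of the 4 (adjusted p = 0.298, 0.891, 0.105 and 0.125 in that order), whereas fry, which compares no list with other genes, called the endothelial list higher (adjusted p = 4.8e-06) and the red cell (2.8e-06) and epididymal (0.0112) lists lower. The endothelial and myoid medians turned to −0.06 and −0.07 with the housekeeping centring and were 0.04 and 0.03 with it without B2m.

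**Figure D3:**
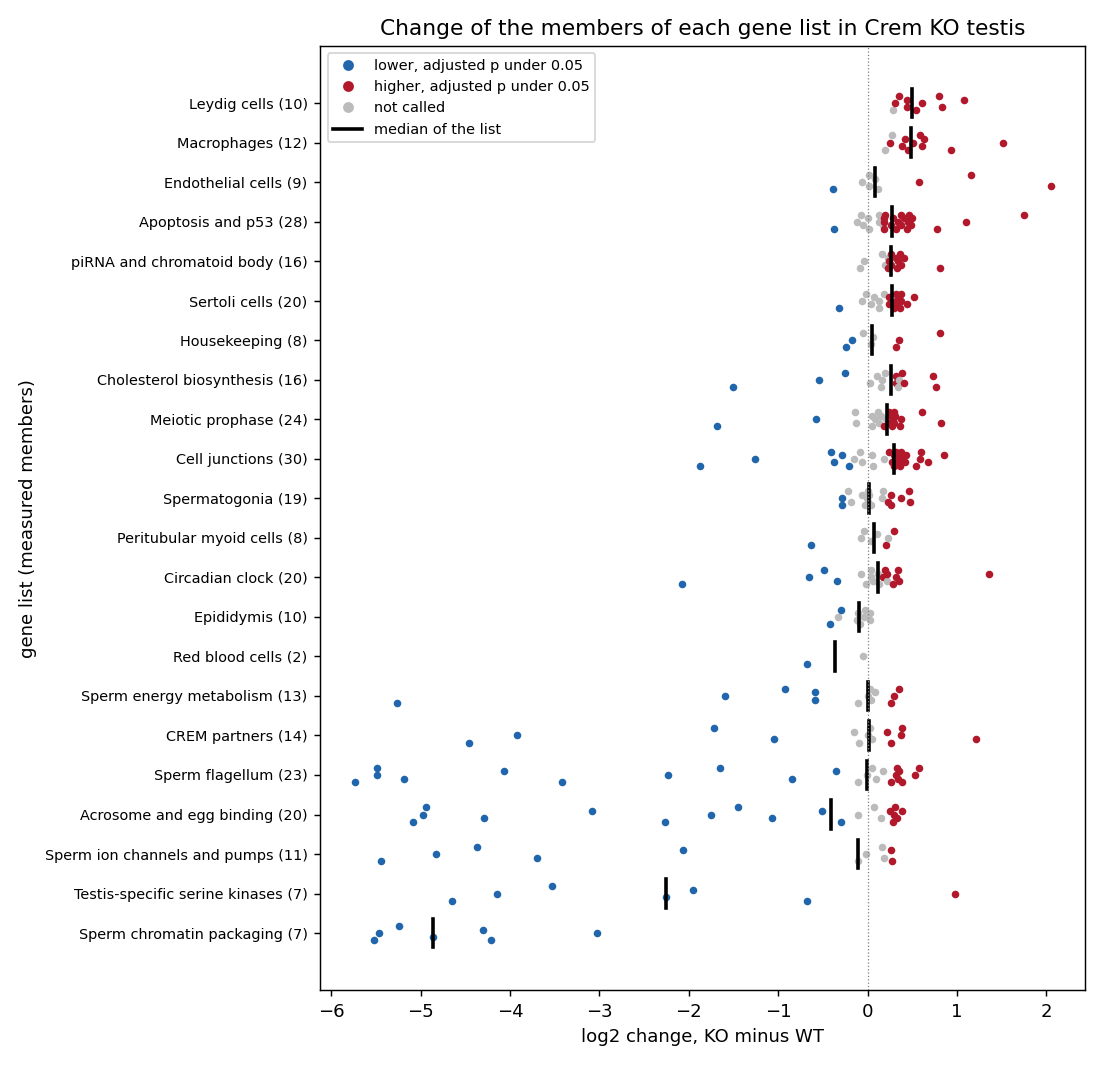
Log2 change, KO minus WT (horizontal axis), of each measured member of the 22 lists not taken from the study (vertical axis, with the number of members), ordered by mean change. Coloured points passed the test and black bars mark list medians. The flagellum, acrosome, ion channel and energy metabolism lists hold falls of up to 5.73 beside members near 0. In the chromatin packaging list the smallest change is −3.03. Leydig cell and macrophage markers lie above 0.

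Steroid and cholesterol genes changed in both directions. Of 16 cholesterol synthesis genes 6 rose and 3 fell (8 and 3 adjusted over the list alone), and the list was not called (adjusted p = 0.459). Under the housekeeping centring 3 rose and 3 fell, and under it without B2m 4 and 3, against 9 and 2 with batch as a fixed block. Cyp51, which demethylates lanosterol, fell from 9.66 ± 0.07 to 8.16 ± 0.23 (SD, n = 5 each) and Pmvk fell by 0.55 ± 0.08 (SE), while Sqle rose by 0.76 ± 0.06 and Msmo1 by 0.73 ± 0.12. The study's list of steroid and clock genes, which is not independent evidence, had 10 higher and 7 lower of 17 measured among 22 listed, on either adjustment. Its median was 0.44, its mean −0.03 and its test downward (adjusted p = 0.650), with the test upward under the housekeeping centring, with batch as a fixed block and within either batch. Scp2 and Abca1, which move cholesterol, rose by 1.14 ± 0.12 and 0.88 ± 0.16, while Cyp39a1 (−1.91 ± 0.07), the nuclear receptor gene Rxra (−1.23 ± 0.08) and the lipoprotein receptor gene Scarb1 (−0.68 ± 0.09) fell.

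Clock genes also went both ways, with 8 of 20 higher and 4 lower on either adjustment. These counts were 2 and 5 with the housekeeping centring, and 5 and 4 with it without B2m. The nuclear receptor gene Rora (−2.08 ± 0.09, SE), Nfil3 (−0.66 ± 0.08) and Per1 (−0.49 ± 0.08) fell, and Arntl, the partner of the CLOCK protein, rose by 1.36 ± 0.10. All mice were killed at 1 time of day, so these are differences in level at that time. The list median was 0.12 and turned to −0.02 with the housekeeping centring (0.08 with it without B2m), the mean was 0.01 and the camera test downward (adjusted p = 0.951).

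Genes of apoptosis and the p53 pathway rose in 19 of 28 members and fell in 1, on either adjustment. Timp1, an inhibitor of metalloproteinases, rose by 1.75 ± 0.08 (SE), Casp8 by 1.10 ± 0.05, the death ligand gene Fasl by 0.78 ± 0.06 and Mdm2 by 0.49 ± 0.05. The list holds inhibitors of cell death too, and Xiap and Birc2, which are such inhibitors and are named after their values were seen, rose by 0.44 ± 0.06 and 0.41 ± 0.06, while the death-promoting gene Pmaip1 fell by 0.38 ± 0.06. Camera gave an adjusted p of 0.00263, and an adjusted p = 0.142 with an estimated correlation. The median was 0.28 over all arrays, 0.32 in batch 2, 0.31 in batch 4, 0.30 with batch as a block and 0.29 without KO replicates 2 and 3. With the housekeeping centring 11 members were higher and 2 lower, and with it without B2m 14 and 1.

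Junction genes were higher in 18 of 30 members and lower in 6 on either adjustment. The counts became 19 and 3 with batch as a fixed block and 10 and 8 with the housekeeping centring, but stayed 18 and 6 with it without B2m. The desmosomal genes Jup (−1.87 ± 0.08, SE) and Dsg1b (−1.25 ± 0.10) fell, while the cadherin gene Cdh2 rose by 0.86 ± 0.09 and Tjp1 of tight junctions by 0.67 ± 0.07. Camera called this list only in batch 4 (adjusted p = 0.0409), with its 1 WT array, against 0.214 over all arrays. Of 8 housekeeping genes 3 rose and 2 fell on either adjustment, among them B2m (0.81 ± 0.18), Hprt (0.35 ± 0.06) and Actb (−0.24 ± 0.07), the last not called with batch as a block or within either batch. The change of B2m was 1.35 in batch 2 and, not called, 0.23 in batch 4 (limma adjusted p = 0.525), and Hprt was not called in batch 4 either (0.32, adjusted p = 0.106); the list was not called (adjusted p = 0.891).

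In all, camera called 11 of the 25 lists, 7 lower and 4 higher, and 0 with an estimated correlation, where the smallest adjusted p was 0.0832; fry called 22. Of 100 splits of the 10 arrays into equal groups, the real one included, 10 called at least as many lists as the real one. Of the 8705 changed genes, 99.7% had the same direction in batch 2 and 99.7% in batch 4, and 100% with batch as a fixed block. The arrays of these fits had also chosen the genes, so the agreement is partly built in.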

Values the study reported

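The study reported 4706 genes that differed between KO and WT testis at a false discovery rate of 0.05, of which 1822 were lower and 2884 higher in KO. Its array log2 fold changes included −5.44 for Catsper3, −5.49 for Akap4, −3.92 for Camk4, −1.60 for Adcy10 and −5.26 for the sperm glyceraldehyde dehydrogenase gene. For Pgk2 it gave −1.64 and for Smcp −3.16. For Prm3 it gave −4.47 and, elsewhere, a somewhat larger fall. Among steroid genes it gave 0.84 for Cyp11a1, 1.08 for Hsd17b3 and 1.25 for Hsd3b6. It described 22 genes needed for male fertility, all lower in KO.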

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

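In each genotype the highest or lowest of the 5 arrays was looked for that lay far from its neighbour relative to the whole range, over the named genes, the list means and summaries of the arrays. This picked out 15 of 340 groups of values, against about 17 expected by chance at 1 in 20, so the number of such values gives no pattern beyond chance.

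Among WT arrays, replicate 2 stood highest for Adam7 (6.66, against 4.65 to 4.94 in the others), Rnase9 (4.55, against 3.89 to 4.04) and Syce2 (11.45, against 10.93 to 11.06). WT replicate 3 was lowest for Prm2 (13.94, against 14.10 to 14.15), for the mean of the macrophage list (7.13, against 7.25 to 7.27) and for that of the clock list (7.78, against 7.86 to 7.88). WT replicate 1 was lowest for Adgre1 (6.59, against 6.73 to 6.78) and Casp8 (6.64, against 6.74 to 6.78), and WT replicate 5 was highest for the mean of the apoptosis list (7.60, against 7.58 to 7.59). Among KO arrays, replicate 5 was lowest for Tssk2 (6.90, against 7.60 to 7.68), replicate 4 lowest for Adam7 (4.63, against 4.83 to 4.90), replicate 2 highest for Catsper4 (8.46, against 8.41 to 8.43) and replicate 3 highest for Ace (8.26, against 7.93 to 8.03). KO replicate 1 was lowest for the mean of the epididymis list (5.12, against 5.20 to 5.23) and KO replicate 2 for that of the junction list (8.52, against 8.62 to 8.64). No explanation was tested for these values.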

How the results depend on the processing

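The fit without KO replicates 2 and 3, the centring without B2m and the comparison of chromosomes under each setting were chosen only after the data were seen; the first gave 8571 changed genes and 11 lists. Over the alternatives that kept every array and the threshold, changed genes ranged from 6928 with the housekeeping centring to 9267 with array weights, and leaving out 1 array at a time gave 7783 to 9291 changed, 2388 to 2732 lower and 5392 to 6559 higher genes and 11 to 12 lists. The housekeeping centring gave 4393 lower and 2535 higher genes, which follows from its shift of all genes; without B2m these were 2881 and 4709, with 11 lists. For lower genes the X share minus the autosomal share was 0.272 percentage points, −0.712 to 0.788 without 1 array, but −3.50 with the housekeeping centring (Fisher's exact test, p = 0.0278) and 2.45 in batch 2 (p = 0.0231); the cause was not tested. For higher genes it was 9.58 and 8.79 to 11.1 without 1 array. With fewer samples, and a single KO or WT array, batch 2 alone gave 3760 changed genes (1552 lower, 2208 higher) and batch 4 alone 3486 (1584 lower, 1902 higher), of which 3557 and 3353 were also called over all arrays in the same direction. A log2 change of at least 1 left 1126 (857 lower, 269 higher). The Crem change was −1.76 to −1.66 without 1 array and was called in every alternative run. With an estimated correlation camera called 0 lists: the adjusted p rose to 0.142 for chromatin packaging, 0.143 for the flagellum, 0.0832 for the acrosome, 0.142 for ion channels, 0.0991 for the serine kinases, 0.171 for the piRNA list, 0.378 for Leydig cells, 0.464 for macrophages, 0.142 for apoptosis, and 0.0832 and 0.126 for the study's sperm and actin lists; this setting replaces the preset correlation and also lowers the degrees of freedom of the test, and the part of each was not tested. Fry, which compares no list with other genes, called 22. With batch as a random block the piRNA list (0.0639) and Leydig cells (0.0947) were no longer called. The block hardly moved the genes: 8656 of its 8678 changed genes were also called without it. Pearson's r between the log2 changes of the fits, across genes, was 0.999989. The list calls lost or gained in this setting are therefore not shown to come from batch, and their cause was not tested. No called list changed the direction of its test, and no called gene among those chosen by the rule for named genes changed direction, in any alternative run; Adam7, not called, moved from −0.33 to 0.04 without WT replicate 2. Of the named genes besides Crem, 25 lost their call in batch 2, 31 in batch 4, 10 with the housekeeping centring, 3 with it without B2m, 5 with batch as a fixed block and 4 without KO replicates 2 and 3. Signal over background was not measured; KO levels of the genes with the largest falls lay low among all values, which limits how exactly their folds are known.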

Other observations

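The tests of WT RNA, of other cell types and of scaling below were chosen only after the results were seen, while the tests of array floor, lymphoid cells, liver and neighbours of Crem and the splits of the arrays were fixed before theirs. Besides the 10 largest rises, 12 further genes rose by at least 2 in log2; all but Tek are named here after their values were seen. Cmah (2.39 ± 0.08, SE), the receptor kinase gene Ros1 (2.37 ± 0.15), the synaptic vesicle gene Sv2b (2.25 ± 0.11) and Olfr151 (2.22 ± 0.17) led them. Cd5 (2.04 ± 0.09) and Lilr4b (2.10 ± 0.10) encode receptors of leukocytes, and Lipf (2.11 ± 0.10) a gastric lipase. Kcnh8 (2.04 ± 0.10) and Scn7a (2.04 ± 0.12) encode ion channels, and Grk3 (2.15 ± 0.08), Gsdmc4 (2.08 ± 0.16) and Tek (2.05 ± 0.11) complete the set. Olfr151, Lilr4b and Gsdmc4 belong to families that can share probe signal.

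For the 22 genes that rose by at least 2 in log2, lymphoid cells and liver were tested as a source, and both are argued against. Lymphoid cells would bring their abundant transcripts. Over 15 lymphoid markers fixed for this test, however, the median change was −0.0859 with an upper quartile of −0.03. Of the most abundant ones Cd3e was at 6.90 in WT and 6.80 in KO and Cd2, the highest in KO, at 6.73 and 7.34. The list held 2 members called higher, Cd2 (0.61) and Ptprc (0.31), and 1 called lower, Cd3d (−0.56). Over 14 liver markers, again fixed for this test, the median was 0.0470 with an upper quartile of 0.08. Apoa2 was at 7.88 in WT and 7.66 in KO. Among these markers 1 was called higher, Fabp1 (0.44), and 2 were called lower, Apoa2 (−0.22) and Fgb (−0.57). Neither the lymphoid nor the liver list held a gene of the 22 or of another list. Both lay low in WT testis (medians 6.13 and 6.09). DNA of the other strain around Crem is argued against too, as 0 of the 22 lay among the 100 measured genes nearest to Crem on its chromosome. Release of these genes by the loss of Crem, or in germ cells that stop developing, stays open and was not tested. The macrophage list did rise, with a median of 0.48, an upper quartile of 0.61 and a highest member of 1.52 (Adgre1). All its members thus rose by less than 2, which argues against more macrophages alone as the source of the 22 as a set. This comparison was made after the values were seen. Macrophages or other myeloid cells, known to express Ly96 and Lilr4b, stay open as the source of some of the 22, untested.

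In KO replicates 2 and 3 the genes that fell most were brighter, by a median of 0.58 on the log2 scale, than in the other KO arrays. A higher floor of these 2 arrays is argued against, as 5126 unchanged features of like level differed by 0.05 (quartiles −0.03 and 0.13), 0.0947 times as much. RNA of WT testis in these samples is a candidate explanation for part of the excess, which was 2.39% of the WT signal (quartiles 1.71% and 3.05%) and positive in 271 of 274 genes, and the share in the brightest 69 of the genes was 1.30 times that in the dimmest 69 (2.86% against 2.20%), near the equal shares that a mixture needs. As the whole excess, at 1 share for all genes, it is argued against. Over 0.5 in log2 from the level of 1 share, on the same side in both arrays, lay 10 of the 274 genes (3.65%). Of these 9 lay above it, and the share was 20.8 times the 0.176% of the unchanged features. Tnp1 held 8.60% in excess, the most of all, and Hils1 1.87%, at WT levels of 12.53 and 12.73. This pair was picked after the values were seen and adds no evidence. A few later spermatids in these mice stay open, untested, and batch cannot be told apart from either, since KO replicate 2 was alone in its batch and KO replicate 3 shared its batch with WT arrays only.

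Most changed genes were higher in KO. A lower share of late spermatids would raise the markers of all other cell types alike, but of 10 pairs among 5 cell type lists with at least 3 members at a WT level of 8 or more, 4 differed in shift both over arrays (exact permutation of 252 relabelings, adjusted p = 0.0132) and over members. All 4 pairs held the Leydig cell list. Its mean shift of 0.67 stood above 0.30 for Sertoli cells, 0.18 for spermatogonia, 0.07 for meiotic prophase and 0.03 for myoid cells. By median the shifts were 0.61 for Leydig cells, then 0.31, 0.23, 0.17 and 0.22 in the same order. The lists other than Leydig cells thus lay closer together by median than by mean. A uniform dilution may account for part of the rises but not for the Leydig cell shift. Over all members 8 of 21 pairs differed in both tests, each of them holding the Leydig cell or the macrophage list. These 2 lists were not shown to differ from each other (by 0.0057, adjusted p = 0.905 over arrays). Nor was the Leydig cell list shown to differ from the endothelial list (by 0.17, adjusted p = 0.104 over arrays). The endothelial list was likewise not shown to differ from the macrophage list (by −0.17, adjusted p = 0.211 over arrays). The shift is thus not shown to be particular to Leydig cells. A change of Leydig cells, macrophages or endothelial cells with genotype stays open, as untested. Whether the scaling sets the split is not decided: higher genes made up 36.6% with the housekeeping centring, 62.0% with that list without B2m, 71.5% after quantile normalisation and 72.9% with median centring.

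Of 100 splits of the 10 arrays into 5 and 5, the real one included, 1 gave as many changed genes as the real 8705, the real split itself, and the highest other count was 3. For lower genes the count was likewise 1 of 100, with 2599 against at most 2 elsewhere, and for higher genes 1 of 100, with 6106 against at most 2. No other split drawn thus came near these counts. Every other split mixed the genotypes on each side, so the genotype difference entered its spread and kept its counts low. The splits, 126 in all, therefore do not measure how often chance gives such counts. For the number of lists called chance is not excluded: 10 of 100 splits called at least the real 11, with 12 as the highest other. Of these, 8 were among the 19 splits that kept 4 arrays of a genotype together, and 1 was among the 80 with 3, with a median of 10 lists in the former and 2 in the latter, so this count follows how much of the genotype difference a split keeps and does not measure chance alone.

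The number of changed genes here was 8705, and 6106 of them were higher. Both are above the counts quoted from the study. The log2 change of Pgk2 here was −0.59 and that of Smcp −2.23. That of Prm3 was −3.03. These are smaller falls than those quoted from the study. The log2 change of Hsd3b6 here was 0.54. That is a smaller rise than the one quoted from the study. The cause of these differences was not tested.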
